A study of Mus musculus with 12 samples. Its data were reported in "A maternal brain hormone that builds bone" (2024).

How the data were processed

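Bulk RNA sequencing was used to measure gene expression in the arcuate nucleus, a part of the mediobasal hypothalamus, of female mice. Control animals carried 2 loxP-flanked copies of Esr1, the gene for oestrogen receptor alpha. In mutant animals a Cre recombinase driven by Nkx2-1, a transcription factor gene expressed in the ventral forebrain, was added so that Esr1 is deleted in cells with that history. Both genotypes were kept on standard chow or on a high-fat diet (HFD) for 17 weeks, and all animals were 27 weeks old. The groups, taken from the sample labels, were control chow (n = 3), mutant chow (n = 4), control HFD (n = 2) and mutant HFD (n = 3). Replicate numbers follow the order of deposition and pair no animals.

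The authors aligned reads to the mouse transcriptome (mm10) with Kallisto in gene mode, which assigns reads to transcripts and sums them per gene, and tested genes with Sleuth's likelihood-ratio test. The deposited table holds an abundance signal for 16640 genes in 12 libraries. The signal is normalised for gene length and depth by the authors and lies near the scale of a TPM, but its exact scaling between libraries was not stated. Column totals ran from 922172 to 1254999, so the values are not plain TPM, and the values are not multiples of 1 read. The sequencing depth of each library is therefore unknown, and no counting error or detection floor is given. The software versions, the annotation release, the gene filter and the use of strand were not stated. Whether reads of overlapping or near-identical genes were split correctly cannot be judged from these values.

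Gene symbols and positions were taken from GENCODE M21, which is on the GRCm38 (mm10) build, and 16633 of the 16640 genes had a match and 7 had none. Every library column was matched to its label by name, and 0 columns were left unmapped. Pairs of libraries were compared first, and no pair held identical values.

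Values were transformed as log2(value + 1). A gene was kept when its value was at least 1 in at least 2 libraries, which left 15801 genes. The pseudocount of 1 shrinks the fold changes of genes with low values. Reads per gene could not be recovered from the values, so limma 3.58.1 in R 4.3.3 was fitted with a mean-variance trend. The design had been written for either counts or abundances, and the branch for abundances applied. A model with 1 mean per group was fitted to all 12 libraries, so that the 4 groups shared 1 estimate of the spread. The 5 contrasts were mutant against control on chow, HFD against chow in mutants, mutant against control on HFD, HFD against chow in controls, and the genotype by diet interaction, which is the difference between the genotype effects on the 2 diets. All limma tests were two-sided, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method at a threshold of 0.05. For a list of 8 candidate genes named in the study, the adjustment was also made over the list alone. Because the list is the study's own calls on these data, that count shows no stability. Group values are given as mean ± SD of the deposited signal, and ratios are ratios of those means.

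The genes named were set by a rule fixed before the data were examined. It comprised Esr1, Kiss1, Pdyn, Tac2, Nkx2-1 and the 8 candidate genes, followed by up to 5 genes with the largest rise and 5 with the largest fall per comparison among genes with an adjusted p-value under 0.05, a mean of at least 1 over all libraries and no overlap between the groups. Kiss1 was not analysed here. Sets of marker genes for cell types and neighbouring brain regions were also fixed before the data were examined, and their mean log2 values were compared between groups by exact permutation tests. A marker score was taken to speak against a tissue as the source of a change when it moved the other way or by under 0.25 of the log2 change of the gene, and a correction by a score that moved a value by under 0.25 of its standard error was taken to have corrected nothing. Both limits were set after the values had been seen.

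The fit was tested on simulated data built from the real gene means and residual spreads of all 12 libraries. With 200 genes changed by 2- to 16-fold between the chow groups, 153 of the 200 (76.5%) were called, all 153 in the right direction, along with 12 of 15521 unchanged genes. At a 2-fold change 18 of 50 genes (36%) were called, and at an 8-fold change 47 of 50 (94%). Changes near 2-fold are thus often missed at these group sizes. The changed genes were drawn only from genes with a mean log2 value above 2. With 200 changed genes the adjusted threshold is also more lenient than with few calls, as in the real data. These percentages are therefore likely too high for the real data, and larger changes can be missed as well. Grp on chow, with a ratio of means of 8.45, did not pass.

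Alternatives fixed before the data were examined were quantile normalisation, limma without the trend, no filter on low values, a mean of at least 5, a pseudocount of 0.1, only the groups compared, an oligodendrocyte marker score as covariate, the first principal component of the residuals as covariate, an added 2-fold threshold, and leaving out each of the 12 libraries in turn. Rescaling every column to a sum of 1000000 and limma array weights were added after the data were seen.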

Results

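Expression of 16640 genes in the arcuate nucleus was compared across 12 libraries from female mice of 2 genotypes on 2 diets. Libraries resembled one another closely. Spearman's rho across genes ranged from 0.908 to 0.967 over the 13 pairs within groups and from 0.892 to 0.970 over the 53 pairs between groups. The number of genes listed at 0 ranged from 201 in mutant HFD replicate 1 to 1768 (10.6% of genes) in mutant chow replicate 3, which also had the lowest median rho with the other libraries (0.908). No sequencing depth is given with these values, so differences in the number of genes at 0 cannot be set against it.

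The deleted gene, Esr1 (ENSMUSG00000019768, GRCm38 chromosome 10, 4611593 to 5005614, plus strand, protein coding), was examined first in every library. Its signal was 17.8, 7.29 and 19.8 in control chow replicates 1 to 3 and 6.05, 3.15, 1.93 and 1.65 in mutant chow replicates 1 to 4. On HFD it was 15.3 and 22.4 in the 2 control libraries and 10.7, 16.6 and 11.9 in the 3 libraries labelled mutant. Group means were 14.97 ± 6.72 (SD, n = 3) in control chow, 3.20 ± 2.01 (SD, n = 4) in mutant chow, 18.8 ± 5.06 (SD, n = 2) in control HFD and 13.1 ± 3.11 (SD, n = 3) in the libraries labelled mutant HFD. Esr1 in mutants was 21.4% of the control mean on chow, with no overlap between the groups, whereas on HFD it was 69.4% of the control mean with overlapping values. The log2 fold change on chow was -1.93 ± 0.41 (SE, limma, Benjamini-Hochberg adjusted p = 0.694, unadjusted p = 0.000439), and on HFD it was -0.49 ± 0.49 (SE, limma, adjusted p = 1, unadjusted p = 0.329). Neither passed the genome-wide threshold. Esr1 thus went against the genotype label in the 3 libraries labelled mutant HFD, and each direction drawn from them below carries that limit. Nkx2-1 (chromosome 12, 56531958 to 56536908, minus strand) differed little between the genotypes on chow, at 62.5 ± 17.5 (SD, n = 3) in controls and 65.1 ± 9.29 (SD, n = 4) in mutants.

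**Figure D1:**
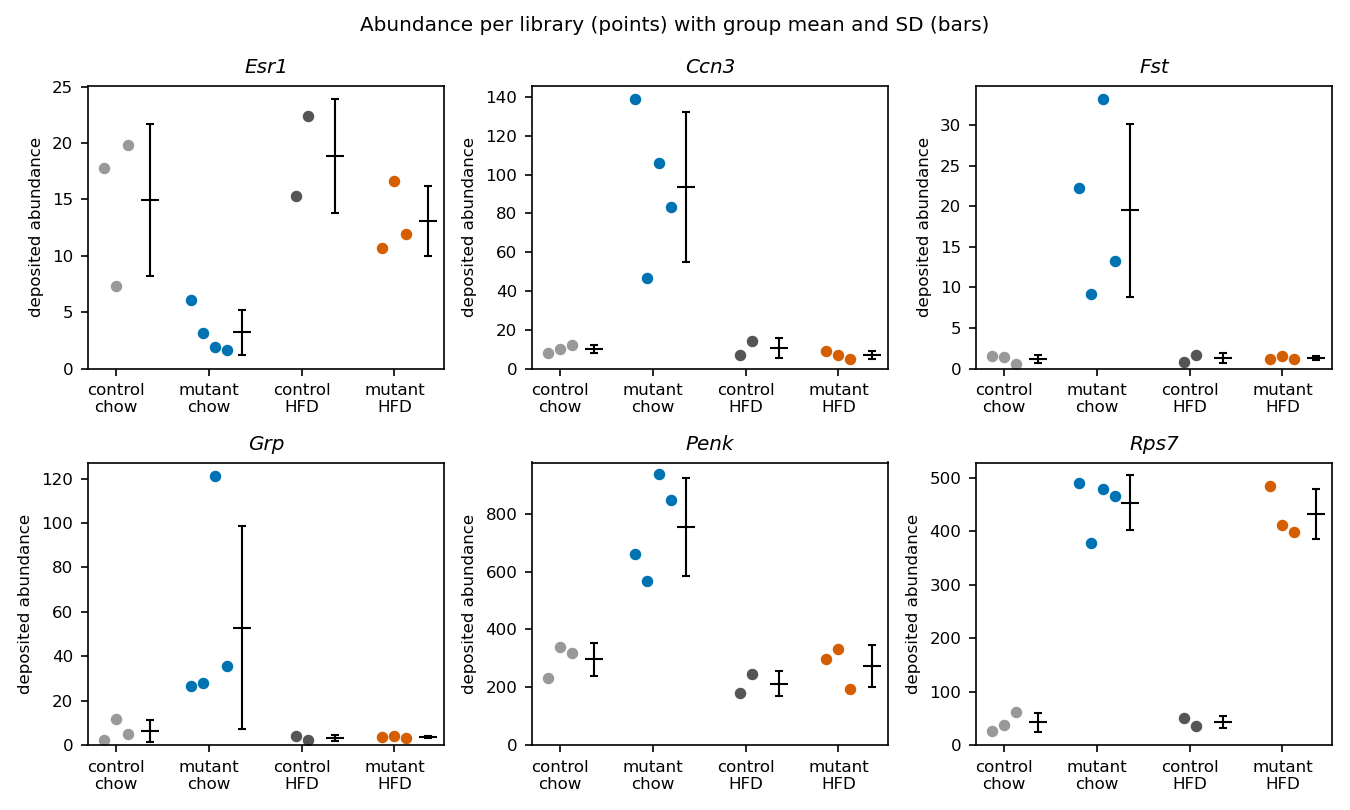
Deposited abundance signal (linear axes from 0) of Esr1, Ccn3, Fst, Grp, Penk and Rps7 in each of the 12 libraries, grouped by genotype and diet. Points are libraries and bars are the group mean and SD. Ccn3 lies between 46.5 and 139 in mutant chow and at or under 14.3 in every other library, while Rps7 is high in mutants on both diets and Esr1 is low in mutants on chow only.

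The first comparison asked which genes differ between the genotypes on chow, the diet on which the study describes a dense-bone phenotype in mutant females. Of 15801 genes, 3 had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), all 3 higher in mutants, and 686 (4.34%) had an unadjusted p under 0.05. Groups did not overlap for 713 genes (4.51%), against 5.71% given by chance for 3 against 4 libraries. Fitting only the groups compared moved this count most, to 1 gene, as did leaving out some single libraries. Ccn3 (ENSMUSG00000037362, chromosome 15, 54745702 to 54754039, plus strand), which encodes a secreted matricellular protein, rose from 9.91 ± 2.04 (SD, n = 3) to 93.7 ± 38.9 (SD, n = 4), a ratio of 9.45. Its log2 fold change was 3.03 ± 0.36 (SE, limma, Benjamini-Hochberg adjusted p = 0.0156). Fst (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951, minus strand), the gene for follistatin, rose from 1.16 ± 0.528 (SD, n = 3) to 19.5 ± 10.7 (SD, n = 4), with a log2 fold change of 3.13 ± 0.41 (SE, limma, Benjamini-Hochberg adjusted p = 0.0254). Rps7 (ENSMUSG00000061477, chromosome 12, 28630854 to 28635953, minus strand), a ribosomal protein gene, rose from 42.2 ± 18.0 (SD, n = 3) to 453 ± 51.2 (SD, n = 4), with a log2 fold change of 3.47 ± 0.24 (SE, limma, Benjamini-Hochberg adjusted p = 6.19e-05). Ribosomal protein genes have near-identical copies among which reads can be split, so the level of Rps7 is uncertain.

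The second comparison asked which genes change in mutants on HFD, under which the study describes loss of that phenotype. An adjusted p-value under 0.05 (limma, Benjamini-Hochberg) was reached by 3 genes, all 3 lower on HFD, and 849 genes (5.37%) had an unadjusted p under 0.05. Groups did not overlap for 1263 genes (7.99%), against 5.71% given by chance. Ccn3 fell to 6.95 ± 2.19 (SD, n = 3) in the libraries labelled mutant HFD, or 7.41% of its mutant chow mean, with a log2 fold change of -3.51 ± 0.36 (SE, limma, Benjamini-Hochberg adjusted p = 0.00635). Fst fell to 1.29 ± 0.215 (SD, n = 3), with a log2 fold change of -3.02 ± 0.41 (SE, limma, Benjamini-Hochberg adjusted p = 0.0366). Gm10563 (ENSMUSG00000073682, chromosome 4, 155614413 to 155645408, minus strand, annotated exon length 237 bp) was listed at 0 in all 3 libraries labelled mutant HFD and at 94.5, 15.5, 124 and 24.0 in mutant chow replicates 1 to 4. Its log2 fold change was -5.56 ± 0.66 (SE, limma, Benjamini-Hochberg adjusted p = 0.0134). It overlaps Cdk11b and Slc35e2 on the opposite strand, and the use of strand was not stated, so this value is uncertain. Esr1 rose 4.09-fold between mutant chow and the libraries labelled mutant HFD, a log2 fold change of 1.83 ± 0.41 (SE, limma, Benjamini-Hochberg adjusted p = 0.455) that did not pass the threshold.

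On HFD the genotypes differed by 1 gene with an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), against 349 (2.21%) with an unadjusted p under 0.05. That gene was Rps7, at 42.6 ± 10.8 (SD, n = 2) in controls and 432 ± 46.6 (SD, n = 3) in the libraries labelled mutant, with a log2 fold change of 3.33 ± 0.29 (SE, limma, Benjamini-Hochberg adjusted p = 0.000793). In contrast, Ccn3 differed by -0.53 ± 0.43 on the log2 scale (SE, limma, Benjamini-Hochberg adjusted p = 1) and Fst by 0.04 ± 0.49 (SE, limma, Benjamini-Hochberg adjusted p = 1), differences of 1 to 2 standard errors for Ccn3 and under 1 for Fst. In controls, HFD against chow gave 0 genes past the adjusted threshold and 560 (3.54%) with an unadjusted p under 0.05, with only 2 control HFD libraries. The genotype by diet interaction gave 0 genes past the adjusted threshold and 543 (3.44%) with an unadjusted p under 0.05. The smallest interaction p-value belonged to Ccn3, at -3.56 ± 0.57 on the log2 scale (SE, limma, unadjusted p = 3.52e-05, Benjamini-Hochberg adjusted p = 0.556). Across the genome a difference between the diet effects of the genotypes was therefore not detected for any gene.

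**Figure D2:**
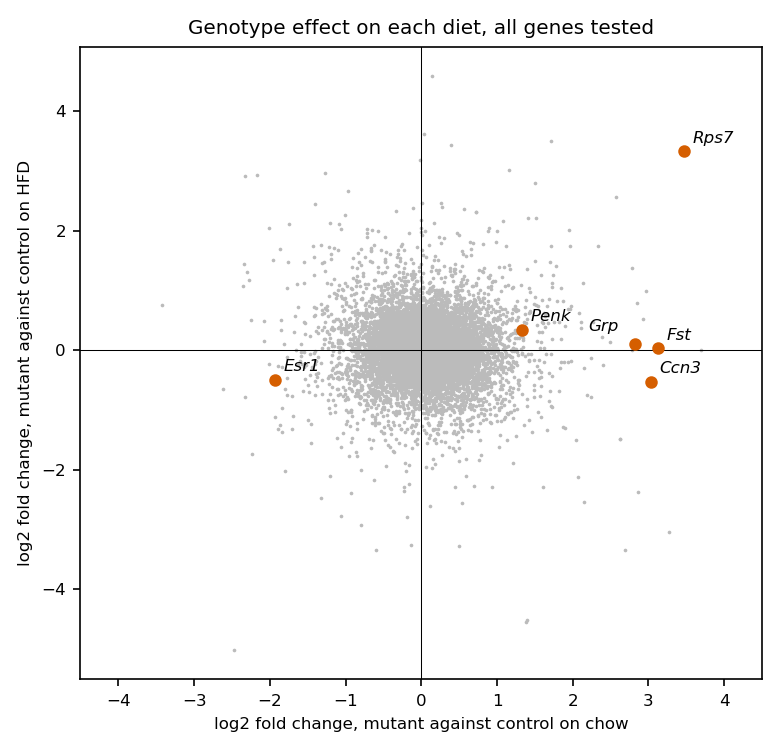
Each grey point is 1 of 15801 genes, with the limma log2 fold change between mutant and control libraries on chow (horizontal) against that on HFD (vertical), and 6 genes are marked in orange. Rps7 is raised on both diets (3.47 and 3.33), whereas Ccn3 (3.03 and -0.53) and Fst (3.13 and 0.04) are raised on chow only.

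Of the 8 candidate genes, Ccn3 and Fst passed the threshold over all genes on chow and again between the diets in mutants. Adjusted over the list alone, 6 of 8 passed for genotype on chow and 7 of 8 for diet in mutants, whereas 0 of 8 passed for genotype on HFD or for diet in controls. For the genotype by diet interaction 6 of 8 passed over the list and 0 of 8 over all genes. Penk (chromosome 4, 4133531 to 4138819, minus strand), the gene for the opioid precursor proenkephalin, was 297 ± 57.1 (SD, n = 3) in control chow, 753 ± 170 (SD, n = 4) in mutant chow and 274 ± 72.4 (SD, n = 3) in the libraries labelled mutant HFD. Grp (chromosome 18, 65872820 to 65886596, plus strand), the gene for gastrin-releasing peptide, was 6.26 ± 4.94 (SD, n = 3), 52.9 ± 45.8 (SD, n = 4) and 3.47 ± 0.480 (SD, n = 3) in the same groups. Neither gene passed the threshold over all genes. On chow the limma Benjamini-Hochberg adjusted p-value was 0.416 for Penk and 0.508 for Grp, and between the diets in mutants it was 0.135 for both. In neither comparison did the groups overlap for these genes. Ctss was 1.69-fold higher in mutants on chow and fell to 50.4% of its mutant chow mean in the libraries labelled mutant HFD, again without overlap and without passing the threshold over all genes. Parm1 and Sphkap moved the other way, rising 1.75-fold and 2.13-fold between the diets in mutants, with limma Benjamini-Hochberg adjusted p = 0.564 for each. For Nr4a1 the log2 fold changes on chow (0.26 ± 0.56 SE) and between the diets in mutants (0.46 ± 0.56 SE) were each smaller than their standard errors. Pdyn and Tac2, which encode neuropeptides expressed in arcuate neurons together with Kiss1, were 1.77-fold and 1.84-fold higher in mutants on chow (limma, Benjamini-Hochberg adjusted p = 0.956 and 0.982), with no overlap between the groups for Pdyn and overlap for Tac2.

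**Figure D3:**
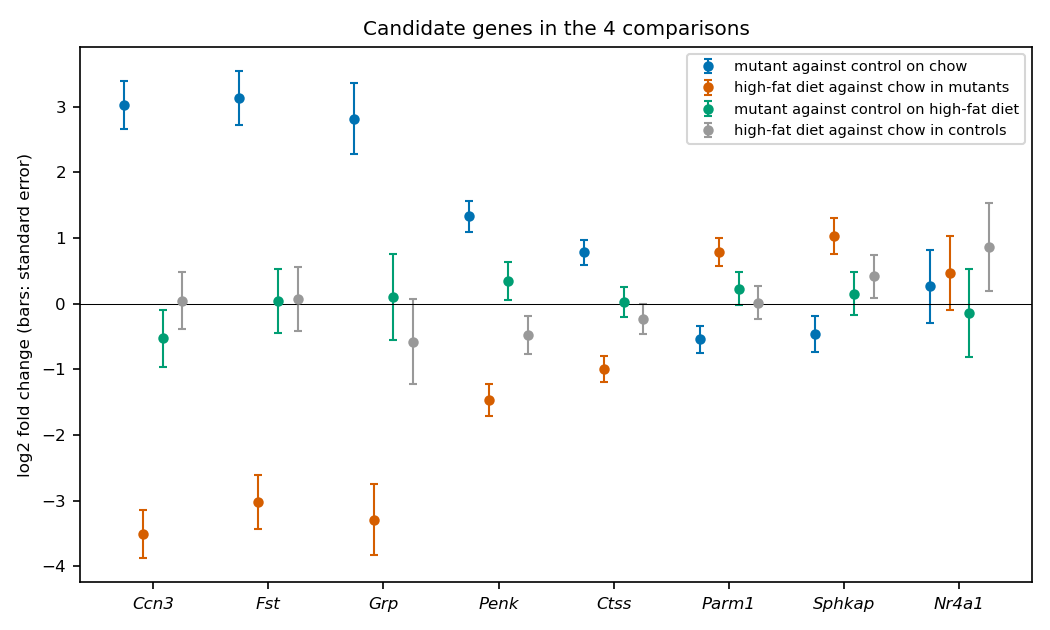
Limma log2 fold changes of the 8 candidate genes in 4 comparisons (colours), where bars are standard errors. For Ccn3, Fst, Grp and Penk the genotype effect on chow is positive and the diet effect in mutants negative, while the genotype effect on HFD lies within 2 standard errors of 0.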

Values the study reported

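The high-fat diet lasted 17 weeks and began when the females were 10 weeks old. For the arcuate nucleus the study singled out Ccn3, Fst, Grp and Penk. Each was called higher in mutants on the standard diet, and each was called lower again in mutants on the high-fat diet.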

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

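Every test in this part was chosen after the result it bears on had been seen, except the test of the genes that overlap Gm10563. A spread check was made on 16 measures in the 4 mutant chow libraries, in which about 1 in 20 is expected to stand out by chance, and 2 did. A genotype by diet difference was tested for 14 named genes with adjustment over those genes alone, and 4 passed. None passed when adjusted over all 15801 genes.

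Grp in mutant chow replicate 3 was 121, against 26.5, 28.0 and 35.8 in the others, a gap of 0.902 of the group's range. The same library had the most genes listed at 0 (1768). Without it the log2 fold change of Grp on chow was 2.32 instead of 2.82, so that library alone does not set the difference. Tac2 in mutant chow replicate 1 was 1026, against 653 to 716 in the others, a gap of 0.831 of the range. No explanation for the Tac2 value was tested.

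Ccn3 had a genotype by diet interaction of -3.56 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.000493 over the 14 genes, 0.556 over all genes), higher in 4 of 4 mutant chow libraries than in every other library. Fst had -3.09 (limma, Benjamini-Hochberg adjusted p = 0.00168 over the 14 genes, 0.999 over all genes) and Grp had -2.71 (limma, Benjamini-Hochberg adjusted p = 0.026 over the 14 genes, 0.999 over all genes). These 3 genes belong to the study's own calls on these data, so their selection favours such a difference. Neighbouring suprachiasmatic tissue and arcuate neuron content were considered through their marker scores. Between mutant chow and the libraries labelled mutant HFD the suprachiasmatic score changed by 0.0933 on the log2 scale, the opposite way to Ccn3 (-3.51) and Fst (-3.02), and the arcuate neuron score changed by -0.447, under 0.25 of either change. On chow the suprachiasmatic and arcuate neuron scores were 0.275 and 0.135 higher in mutants. That is the same way as Ccn3 (3.03) and Fst (3.13), but each was under 0.25 of either change. By these scores neither accounts for the pattern. Used as covariates the scores gave little further information, since they hardly moved the interaction. Because Esr1 in the libraries labelled mutant HFD was close to the control level, a difference in the extent of Esr1 loss between the mutant groups may underlie the interaction, and that cannot be told apart from an effect of the diet with these libraries. No further technical explanation was tested for Grp.

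Gm10563 had an interaction of -5.90 (limma, Benjamini-Hochberg adjusted p = 0.000554 over the 14 genes, 0.626 over all genes), because it was listed at 0 in the 3 libraries labelled mutant HFD. It was among the 14 genes because it passed between the diets in mutants in these same data, a contrast that is part of the interaction, so its p-value over the 14 genes shows no stability. Reads assigned instead to the overlapping genes could produce such a 0. In the same comparison Cdk11b changed by -0.08 and Slc35e2 by 0.39 on the log2 scale (limma, unadjusted p = 0.602 and 0.275). It had been set beforehand that the absence of a rise at an unadjusted p under 0.05 would speak against shared reads. That reading was dropped after the value was seen, because signal is normalised for length and the exons of Slc35e2 (6574 bp) are far longer than those of Gm10563 (237 bp), so a transfer of reads would raise Slc35e2 only slightly. The pattern cannot be told apart from shared reads.

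For the count of genes that differ between the genotypes on chow, 1 of the 35 splits of the 7 libraries into groups of 3 and 4 gave as many as 3 genes, the real one, and the other splits gave at most 1. For HFD against chow in mutants, 1 of the 35 splits of the 7 libraries gave as many as 3 genes, the real one, and the other splits gave at most 2.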

How the results depend on the processing

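Across the alternatives, 631 of 677 values for single genes kept their direction and, where tested, their side of the threshold, 37 no longer passed, 3 passed newly and 6 changed sign. Of the 677 values, 22 came from fits that allowed no test, and 2 of the sign changes were among those. In 295 of the 677 the fold change was identical because the alternative leaves it fixed, so those show nothing about its direction. All the alternatives set out for abundances were run. Those written for read counts, including a likelihood-ratio test on counts, do not apply to these values and were not run. The cause was not tested for any change below.

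The counts of genes past the threshold were small, so a change of 1 gene is a large relative change. Fitting only the groups compared gave 1 gene instead of 3 for genotype on chow, 0 instead of 3 for diet in mutants (849 genes had an unadjusted p under 0.05 in the fit of all groups), 2 instead of 1 for genotype on HFD, and 0 instead of 2 candidate genes. A pseudocount of 0.1 gave 2 genes each for genotype on chow, for diet in mutants and for genotype on HFD, 1 for the interaction and 1 candidate gene. The first residual component as covariate gave 4 genes for diet in mutants, 2 for genotype on HFD, 1 for diet in controls, 1 for the interaction and 3 candidate genes. A mean of at least 5 gave 2 genes each for genotype on chow and for diet in mutants and left 1 candidate gene. Limma array weights, chosen after seeing the data, gave 9 genes for diet in mutants, all 3 of the original genes among them, and 4 candidate genes. Quantile normalisation, limma without the trend, no filter, the oligodendrocyte score, a 2-fold threshold and, chosen after seeing the data, rescaled columns kept all of these counts unchanged.

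Over the fits that each left out one library, the count ranged from 1 to 4 for genotype on chow, from 0 to 4 for diet in mutants, from 1 to 2 for genotype on HFD, from 0 to 0 for diet in controls and from 0 to 1 for the interaction, and from 1 to 2 for the candidate genes. Fits that left control HFD with a single library gave no calls for its comparisons. The fit without mutant chow replicate 3 gave 4 genes for diet in mutants and 2 for genotype on HFD, as did the first residual component. That library dominated the component (score -84.4, against -14.3 to 31.1 elsewhere) and had the lowest array weight (0.369). These alternatives are therefore not independent of one another.

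Rps7 passed in 22 of 22 alternatives on chow, with log2 fold changes from 3.20 to 3.78. Ccn3 passed in 17 of 22 on chow (2.81 to 3.33, limma, Benjamini-Hochberg adjusted p from 0.00338 to 0.131) and in 19 of 22 between the diets in mutants (-3.81 to -3.25, adjusted p from 0.00164 to 0.0742). Fst passed in 10 of 22 on chow (2.83 to 3.90, adjusted p from 0.00865 to 0.29) and in 9 of 22 between the diets (-3.67 to -2.68, adjusted p from 0.00897 to 0.303), so its calls lie near the threshold while its direction held in all 22, in 10 of which the fold change could not move. Gm10563 passed in 18 of 22. Fst between the genotypes on HFD went from 0.04 to -0.18 with the oligodendrocyte score, -0.0015 with rescaled columns, -0.04 without mutant HFD replicate 2 and -0.23 without control HFD replicate 1, and ranged from -0.23 to 0.31 over the fits that each left out one library. Grp between the genotypes on HFD went from 0.11 to -0.24 without control HFD replicate 2. Nr4a1 on chow went from 0.26 to -0.42 without control chow replicate 3, in a range from -0.42 to 0.91 over such fits. Rescaling columns moved the median log2 fold change of all genes to 0.119 for diet in controls and to -0.182 for the interaction, from -0.0068 and -0.0283.

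The depth of each library is unknown, which limits what can be said of genes with low values such as Fst in controls (1.16).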

Other observations

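In this part the correlation of genotype effects between the diets was set out before its result was seen, and the other tests were chosen afterwards.

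Esr1 in the 3 libraries labelled mutant HFD was near the control level. Control libraries placed under a mutant label are a candidate explanation, but Rps7, which separated the genotypes on chow, separated them on HFD as well, by 3.33 on the log2 scale, and all 3 libraries sat with the mutants. The arcuate neuron score changed by -0.447 between the mutant groups, the opposite way to Esr1. By the limit set above, that speaks against more arcuate neurons as the source of the rise. With that score as covariate the rise of Esr1 between the diets was 1.61, compared with 1.83 without it. The ventromedial hypothalamus marker score changed by -0.0131 between the mutant groups, which speaks against more of that tissue. With columns rescaled to a common sum the rise of Esr1 was 1.82, and with quantile normalisation it was 1.92. A scaling factor between libraries would shift all genes alike. The median log2 fold change of all genes in this comparison was only -0.0248. The median ratio of a library's genes to their geometric mean ran from 0.9665 to 1.0373 over the 12 libraries. Esr1 thus rose relative to the other genes, which 1 scaling factor per library cannot produce. The values had already been normalised by the authors, so median ratios near 1 may follow from that step. They therefore do not judge that normalisation. Whether deletion was less complete in these animals, or expression rose in cells without Cre, was not tested, and no explanation is favoured. The rise did not pass the genome-wide threshold.

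Rps7 was 378 to 490 in all 7 libraries labelled mutant and 27.2 to 62.1 in all 5 control libraries, on both diets. A strain variant carried along with the Cre allele may produce such a pattern. Of the 100 genes with the smallest p for genotype averaged over the diets, 7 fell in one 20 Mb window of chromosome 12 that includes Rps7 and holds 82 tested genes in all. In a permutation test with 10000 random draws of 100 genes, as many were packed into one window with p = 0.094, and 12 of 100 splits of the labels within diets did so. By that measure, which allows for a dense window anywhere in the genome, the clustering was not distinguishable from chance. For that window alone 0.519 genes were expected, but it was picked as the densest. A test anchored on Rps7, with Rps7 itself left out, was therefore added. Within 10 Mb of Rps7 there were 3 of the other 99 genes (0.445 expected), and 2 of 100 splits of the labels within diets gave as many. Within 5 Mb there was 1 (0.282 expected, 27 of 100 splits), within 20 Mb 6 (0.834 expected, 1 of 100 splits) and on the whole chromosome 8 (3.58 expected, 4 of 100 splits). The real labelling is among these 100 splits, and the other splits gave at most 5 within 20 Mb. The anchored counts are consistent with a linked segment, except within 5 Mb, but the gene positions had been seen when the distances were set, so this remains a hypothesis. In controls Rps7 was at most 8.495% of the median of 71 other ribosomal protein genes, against 45.98% to 77.4% in the libraries labelled mutant. Reads lost to near-identical copies or to a mismatch with the reference could leave controls that low, but so could a real low level, so the pattern cannot be told apart from lost reads.

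No sharing of genotype effects between the diets was detected in a correlation across all genes, although Rps7 had nearly the same effect on both. Spearman's rho across 15801 genes between the effects on chow and on HFD, which use different libraries, was -0.0701, and 63 of 100 splits of the labels within diets gave a correlation as large in size. Genes are not independent replicates, and the splits take that into account.

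Ctss was lower in the libraries labelled mutant HFD than in mutant chow. Different microglial content is a possible explanation, and it was not excluded. With a score of the other microglial markers as covariate the log2 fold change of Ctss was -0.99, as without it, so the score corrected nothing. None of 30 marker set comparisons passed a Benjamini-Hochberg adjustment of the exact permutation p-values. The microglial set differed by 0.55 on chow (exact permutation p = 0.0571, adjusted p = 0.715) and by -0.52 between the diets in mutants (exact permutation p = 0.0857, adjusted p = 0.715). Ctss itself belongs to that set, so these differences are in part its own. The smallest p such a test of 3 against 4 can give is 0.0286.

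Marker genes of tissue outside the arcuate nucleus stood out in some single libraries. Cga was 4802 in control chow replicate 2 and ranged from 82.0 to 1586 in the other libraries. In control chow replicate 2, 3 of the 4 other pituitary markers were also highest, as pituitary tissue in the dissection would give. Some such tissue in the other libraries is not excluded, since Cga was found in all of them. Ttr was 2112 in control HFD replicate 1 and at most 19.2 elsewhere. In that library 1 of the 2 other choroid plexus markers was highest, which leaves open whether choroid plexus was included. Its choroid plexus score, which includes Ttr, was 6.45, against at most 3.30 elsewhere. Its arcuate neuron score was the lowest, at 6.88 against 7.64 to 8.46 elsewhere. Control HFD has only 2 libraries, so every comparison with that group and the interaction depend on this one. No biological explanation was tested for these single libraries.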
